A study of Canis lupus familiaris with 7 samples. Its data were reported in "Cross-species genomics identifies DLG2 as a tumor suppressor in osteosarcoma" (2018).

How the data were processed

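RNA of 7 canine osteosarcomas was hybridised by the authors to a 1-channel (Cy3) Agilent Canine V2 gene expression array, 1 array per tumour. Per the labels, 4 tumours carried a deletion of DLG2 and 3 were wild-type for it. Groups, sex labels and ages were taken from the sample labels. Tumour numbers within a group name a tumour only and pair nothing.

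The deposited files hold, per the file headers, the spot intensity and local background intensity of each spot on a linear scale as Agilent Feature Extraction 10.7.3.1 wrote them. They also hold a processed intensity that the same program corrected for background and detrended within each array. The authors named multi-array average normalization and a batch correction, without stating the batch. Probe coordinates were those of the files, on the canFam2 build. Whether a probe lies in an exon or an untranslated region was not analysed here.

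From these files the mean spot intensity was corrected with the median local background by the normexp method (saddle, offset 50) of limma 3.58.1 in R 4.3.3, quantile-normalized between arrays and put on the log2 scale. Each array held 45220 spots, of which 43803 were no controls. Control spots were left out after background correction, and 144 values with an outlier mark were left out. The 5 spots of each of 50 replicated probes were averaged, which gave 43603 probes. A probe was kept when it was well above background on at least 3 arrays, the size of the smaller group, and 32309 probes were kept. Gene names were those of the files. Through a RefSeq table of assembly UU_Cfam_GSD_1.0, 1845 probes without a symbol received one, and 20613 of the 43603 probes then had a symbol. For a value per gene, the probe with the highest mean over the 7 arrays was taken, which gave 11115 genes. List tests and the values of a list used only genes with a value on all 7 arrays.

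The precision is limited by the number of arrays. Between 30280 and 34538 probes were well above background per array, 0 spots were saturated, and the median SD of replicate spots within an array lay between 0.06 and 0.10 on the log2 scale.

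Deleted and wild-type tumours were compared with limma's moderated test (lmFit and eBayes, two-sided) over all kept probes, without covariates. A probe was called at an unadjusted p below 0.05 together with a Benjamini-Hochberg adjusted p below 0.1, the threshold the study's methods name. For single genes an exact permutation test over the 35 splits of the 7 tumours into 4 and 3 was added (scipy 1.17.1, two-sided), whose smallest possible p is 0.0571. A list of 13 genes and 4 gene sets, a list of genes that neighbour DLG2 in the human map, and 8 tissue lists were fixed before the data were examined, as was the rule for the other genes named: with fewer than 10 called probes, the 10 genes with a symbol, separate groups and the smallest unadjusted p. Families in the gene sets were taken by the start of the symbol, so the receptor set also holds NPY, a peptide and not a receptor. The counts over the list of 13 genes include genes whose own results are not reported here. Gene lists were tested with camera (inter-gene correlation 0.01), with fry and with camera at an estimated correlation beside it. A list counted as past the threshold at an adjusted p below 0.1 alone, without the condition on the unadjusted p that was set for probes. The erythroid list had 1 gene with a kept probe and was not tested.

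The alternatives fixed before the data were examined were other background corrections and scalings, other filters on dim probes, the methods' t-test, limma with trend and robust options, array weights, slide as a block, sex label or age as a covariate, each tumour left out in turn, other thresholds, and 1 probe per gene. Counting wild-type tumours 1 and 2 as 1 tumour and the feature extraction session as a term were added after seeing the data. The RMA estimator of the background was rewritten here, since limma's own version needs a package that was not installed.

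The computations were tested on simulated data. With 200 of the 32309 probes changed between 4 and 3 simulated arrays, limma recovered 54% of changes of 1 on the log2 scale, 84.5% of changes of 2 and 95% of changes of 3. Its calls then included 20, 28 and 27 unchanged probes. With 0 probes changed it called 0. Of the 12 lists, 0 were called with 0 lists shifted, and only the shifted list was called when the cell cycle list was lowered by 0.5. This does not show how often camera calls a list by chance on the real arrays. There, 6 of 35 splits, the real one among them, reached the real camera result for the cell cycle list. With an estimated correlation the call of that list was lost. The rewritten RMA estimator placed a simulated background mean of 100 at 124 and its SD of 10 at 24.3, so it overstated the background.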

Results

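Gene expression was measured in 7 primary canine osteosarcomas, a bone tumour, to find expression differences that go with loss of DLG2. DLG2 codes for a scaffold protein of the membrane-associated guanylate kinase family. The deleted group held 4 tumours and the wild-type group 3 tumours, with 1 array for each. The number of probes well above background was 30558, 30432, 31366 and 30280 in deleted tumours 1 to 4, and 31686, 31446 and 34538 in wild-type tumours 1 to 3. The arrays lay on 5 slides. Wild-type tumour 2 and deleted tumours 2 and 3 shared a slide, and each other array was alone on its slide. The files were extracted in 2 sessions, of which session 1 held wild-type tumour 2 and deleted tumours 2, 3 and 4. All arrays were scanned on 1 day.

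The arrays were first compared with each other over the 32309 kept probes. Wild-type tumours 1 and 2 had a Pearson r of 0.987 over probes, while the other 20 pairs lay between 0.935 and 0.966. Probes are not independent replicates, so these are descriptions of the arrays. The median absolute log2 difference of this pair was 0.12, against 0.21 to 0.28 in the other pairs. The pair did differ by more than 2 on the log2 scale at 50 probes, against 205 to 606 probes in other pairs. The labels give them as separate dogs, and they were kept as 2 tumours.

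**Figure D1:**
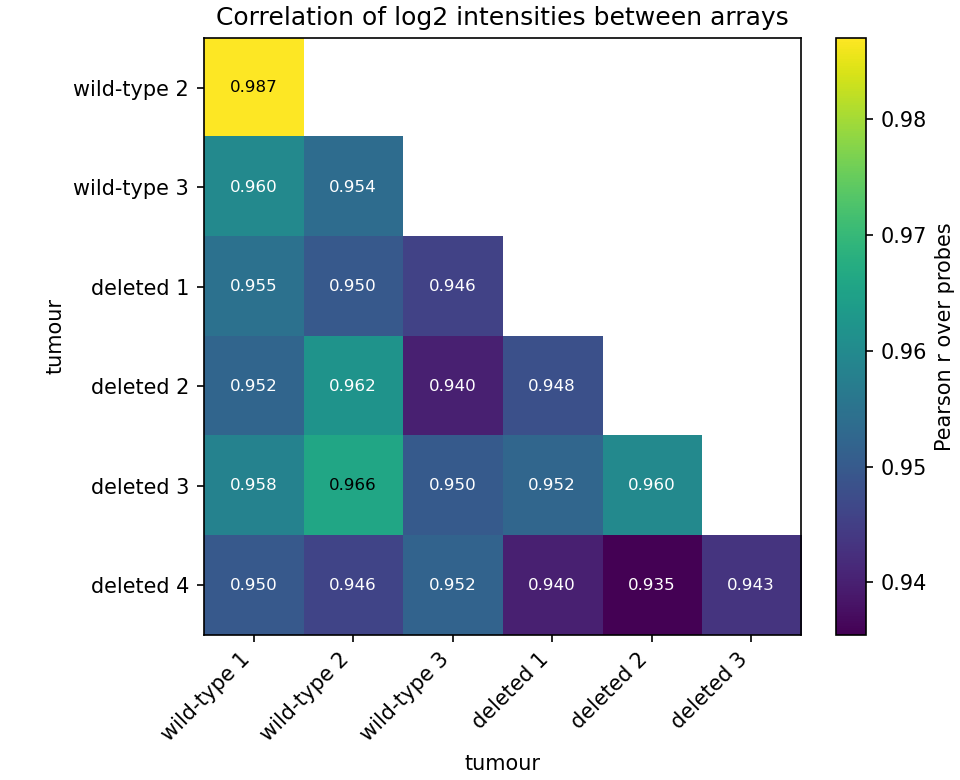
Pearson correlation of normalized log2 intensities over 32309 probes for each of the 21 pairs of tumours, with tumours on both axes and r as colour and number. The pair of wild-type tumours 1 and 2 stands at 0.987, above all other pairs.

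DLG2 itself was examined first. The array's only probe under the DLG2 symbol (A_11_P068516, chromosome 21, 18338004 to 18338063) was well above background in all 7 tumours. Its log2 intensity was 10.79 ± 0.47 (SD, n = 4) in deleted tumours and 11.56 ± 0.58 (SD, n = 3) in wild-type tumours. The difference of -0.77 (SE 0.35) was not past the threshold (limma adjusted p = 0.710) and the groups overlapped, with deleted tumour 2 at 11.44 and wild-type tumour 1 at 10.91. The exact permutation test gave p = 0.114 (two-sided). Leaving out single tumours moved the difference most, to values between -1.09 and -0.54. Within the slide that held both groups (slide as a fixed block) it was -1.06, and with the extraction session as a term it was -1.03. The probe covers 1 short stretch of the gene, and its signal was not absent in any deleted tumour. By its coordinates it lies outside the interval that the study gives for the focal deletion in dog. The build of that interval is not stated, so whether the deleted stretch holds the probe was not settled here. A probe without a symbol (A_11_P068511, chromosome 21, 17779710 to 17779769) lies inside the interval by its coordinates, and differed by -0.07. The study names DLG2 as the sole gene there, but which transcript this second probe measures was not examined here.

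RGS9 and GARNL3, which code for GTPase-activating proteins, are named by the study as lower in deleted tumours. RGS9 (A_11_P081231, chromosome 9, 17939136 to 17940862) had a log2 intensity of 6.74 ± 0.15 (SD, n = 4) in deleted and 7.22 ± 0.22 (SD, n = 3) in wild-type tumours. It was well above background in 3 of 4 deleted tumours. The difference was -0.49 (SE 0.14, limma adjusted p = 0.552). GARNL3 (A_11_P119191, chromosome 9, 59276462 to 59276521) had a log2 intensity of 8.47 ± 0.16 (SD, n = 4) in deleted and 10.26 ± 0.31 (SD, n = 3) in wild-type tumours. The difference was -1.79 (SE 0.17, limma adjusted p = 0.191). The other 2 kept GARNL3 probes differed by -0.72 and -0.62. For both genes all 4 deleted tumours lay below all 3 wild-type tumours, and the exact permutation test gave p = 0.0571 (two-sided), the smallest that 4 against 3 tumours allow. Adjusted over the 3 genes tested this way, the exact p was 0.0857 for RGS9 and GARNL3 and 0.114 for DLG2. Neither RGS9 nor GARNL3 was past the threshold over all probes. With array weights GARNL3 passed it, at -1.95 (adjusted p = 0.0710), and over its alternatives its adjusted p ranged from 0.0505 to 0.9999. For RGS9 that range was 0.204 to 0.9999, and its difference changed sign, to 0.085, when 75th percentile scaling replaced quantile normalization. That scaling raised the median of all probes by 0.32 in deleted tumours, and relative to this shift RGS9 differed by -0.23. On the processed intensity RGS9 was -1.88 with 75th percentile scaling and -1.71 with quantile normalization, and with the RMA estimator of the background it was -1.57, so the size of its difference depends on the background correction. Within the shared slide the differences were -0.69 for RGS9 and -1.93 for GARNL3.

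**Figure D2:**
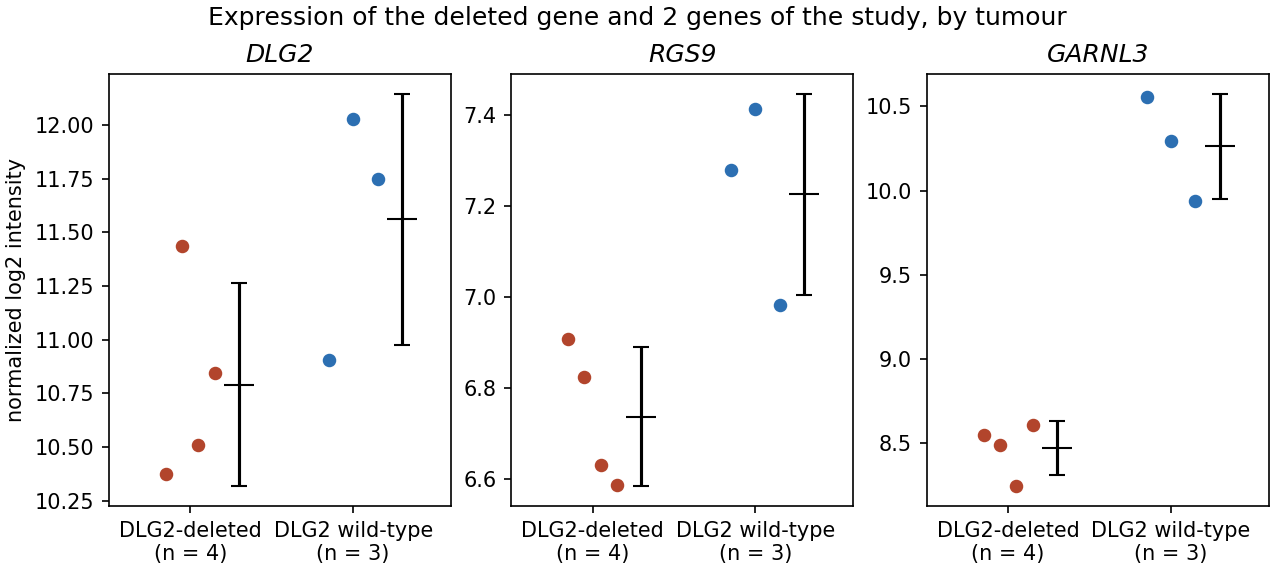
Normalized log2 intensity of DLG2, RGS9 and GARNL3 in each tumour (points), with the mean and SD of each group (bars), for 4 deleted and 3 wild-type tumours. The groups overlap for DLG2 and are separate for RGS9 and GARNL3, with mean differences of -0.49 and -1.79.

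Of the 13 genes fixed beforehand, 10 had a probe under their symbol. DLG1, DLG4 and CDKN2A were not analysed here. Adjusted over the list alone, 2 genes (GARNL3 and RGS9) were past the threshold. The study chose these on the same tumours, so this is not independent evidence. Adjusted over all probes, 0 were past it. Over the alternatives the count over the list alone ranged from 1 to 3. DLG2 differed by -0.77. In the main setting the next largest differences among the other genes reported were 0.28 for MYC (SE 0.37) and -0.24 for DLG5 (SE 0.28). With single tumours left out MYC lay between 0.10 and 0.67 and DLG5 between -0.48 and -0.07. CDKN2B (0.17), RB1 (-0.09) and DLG3 (-0.04) differed by less than the SD between deleted tumours. DLG3 was well above background in only 2 of 4 deleted tumours. Over its alternatives CDKN2B ranged from 0.01 to 0.96. The highest value came with normexp and 75th percentile scaling, and was 0.64 relative to the shift of all probes. The signs of RB1, DLG3 and DLG5 flipped under at least 1 alternative.

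Over all 32309 probes, limma called 0 probes, and the smallest adjusted p was 0.120. At an unadjusted p below 0.05 there were 2349 probes, 1000 higher and 1349 lower in deleted tumours, where chance alone would give 1615. At an unadjusted p below 0.001 there were 77 probes, 27 higher and 50 lower, against 32.3 by chance. Both counts depended on single tumours. They were 1392 and 19 without wild-type tumour 1, and 1525 and 24 without wild-type tumour 2. Without wild-type tumour 3 they were 2483 and 148. Without single deleted tumours they lay between 2211 and 2968 and between 51 and 122. At the stricter p, more probes were higher than lower with normexp and 75th percentile scaling (35 of 44) and with the RMA estimator (64 of 118). The same held on the processed intensity with quantile normalization (62 of 110), and in the other alternatives more were lower. The groups were separate at 2632 probes (8.15%), against 5.71% by chance. The chance values above take all arrays as equally alike, but wild-type tumours 1 and 2 were closer than any other pair. With this pair counted as 1 tumour, 1405 and 19 probes were at the unadjusted thresholds, fewer than by chance. The splits that keep the pair together gave 1695 to 2905 probes at an unadjusted p below 0.05. The other splits gave 557 to 2338. The excess over chance thus cannot be told apart from the likeness of this pair. The methods' t-test also called 0 probes, both at the threshold the methods give and at an adjusted p below 0.05, with 2237 probes at an unadjusted p below 0.05. At the same threshold as the main count, leaving out wild-type tumour 3 moved it most, to 39 called probes, of which 36 were lower in deleted tumours. With slide as a fixed block 0 probes were called and 1373 were at an unadjusted p below 0.05, but that setting leaves 1 residual degree of freedom and compares only wild-type tumour 2 with deleted tumours 2 and 3, so its 0 calls say little. With the extraction session as a term these numbers were 0 and 2416.

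**Figure D3:**
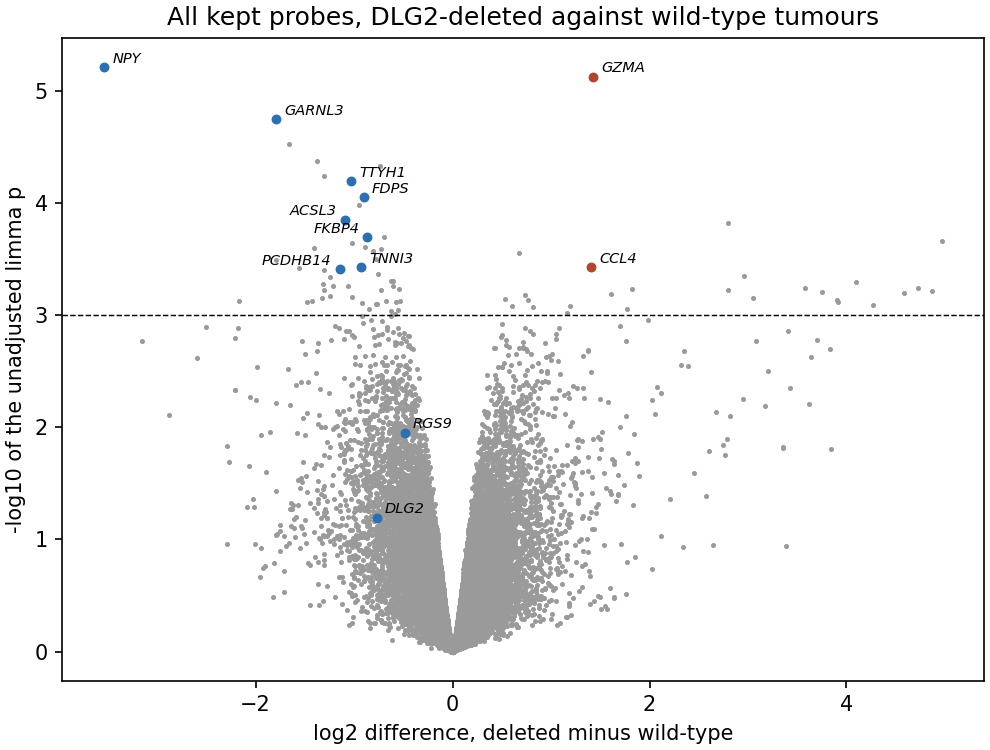
Log2 difference between deleted and wild-type tumours (x axis) against the -log10 of the unadjusted limma p (y axis) for 32309 probes, with the 10 genes of the naming rule, DLG2 and RGS9 labelled (red higher, blue lower in deleted tumours). The dashed line marks an unadjusted p of 0.001, above which 77 probes lie.

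By the rule fixed beforehand the 10 genes named were NPY, GZMA, GARNL3, TTYH1, FDPS, ACSL3, FKBP4, CCL4, TNNI3 and PCDHB14. In deleted tumours 2 of them (GZMA and CCL4) were higher and 8 were lower, and their adjusted p lay between 0.120 and 0.382, so none was past the threshold. NPY (A_11_P079441, chromosome 14, 40789262 to 40789321) was at 7.35 ± 0.47 (SD, n = 4) in deleted and 10.88 ± 0.33 (SD, n = 3) in wild-type tumours, a difference of -3.54 (SE 0.28). GZMA (A_11_P0000030842, chromosome 2, 45346787 to 45346846) was at 8.14 ± 0.18 (SD, n = 4) and 6.72 ± 0.01 (SD, n = 3), a difference of 1.43 (SE 0.12). The remaining genes differed by 1.40 for CCL4, -1.03 for TTYH1, -0.90 for FDPS, -1.09 for ACSL3, -0.86 for FKBP4, -0.93 for TNNI3 and -1.15 for PCDHB14. Other probes of a gene disagreed in 2 cases: 1 FKBP4 probe differed by -0.08 and 1 TNNI3 probe by 0.08. That FKBP4 probe was the brightest of its gene, at 14.14 in deleted and 14.22 in wild-type tumours. The named FKBP4 probe was at 7.68 and 8.55, and the other 2 differed by -1.40 and -0.54. By the rule for a value per gene the brightest probe would stand for FKBP4, so whether the gene was lower depends on the probe. All 230 values of the 10 genes over the alternatives kept their direction, but not their size. The genes were chosen on these same arrays for separate groups and a small p, and some alternatives reuse the same difference. Their kept direction was thus largely given by the choice. GZMA ranged from 1.33 to 3.45, TNNI3 from -2.09 to -0.52, PCDHB14 from -2.53 to -0.75 and NPY from -5.00 to -3.28. FDPS (-1.21 to -0.83) and ACSL3 (-1.40 to -0.98) moved less. NPY and GZMA were the probes called most often, under 8 settings each.

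The study discusses G protein-coupled receptors, GTPase signalling and the cell cycle, and gene sets were drawn up for these. Chemokines were added here. GTPase-activating proteins (73 genes) had a median log2 difference of 0.02 and G protein-coupled receptors (122 genes) of 0.02, both with camera adjusted p = 0.542. For the first set the median and mean lay above 0 and for the second the mean lay below 0, while camera placed both below the other genes. With normexp and 75th percentile scaling the receptor set was called, at 0.53 (camera adjusted p = 0.00947) and 0.21 relative to the shift of all probes, and it was not called under any other alternative. Chemokines and chemokine receptors (36 genes) were higher by a median of 0.15 (camera adjusted p = 0.00512), with 26 genes higher and 10 lower. Leaving out single tumours moved this median to between 0.06 and 0.24. Cell cycle and DNA replication genes (34 genes) had a median of -0.37 (camera adjusted p = 8.79e-08), with 31 genes lower and 3 higher, and with single tumours left out it lay between -0.52 and -0.26. Neither call held under fry (both adjusted p = 0.337) or with the correlation estimated from the data (both 0.337). With slide as a fixed block the medians were 0.17 and -0.45.

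Genes that neighbour DLG2 were tested as a set of their own, to see whether expression around the gene went with its deletion. All 12 genes with a kept probe were higher in deleted tumours, by a median of 0.33 (camera p = 3.66e-06), and this call held under fry (p = 0.00571) and with an estimated correlation (p = 0.0156). The median deviation of the set was 0.24 ± 0.16 (SD, n = 4) in deleted and -0.18 ± 0.14 (SD, n = 3) in wild-type tumours, with the groups separate. The largest single difference was that of TMEM126A (chromosome 21, 16785747 to 16785806), 1.52 (SE 0.44, limma adjusted p = 0.552). None of the 12 genes was past the threshold alone. The set was higher in deleted tumours in each of its 24 alternatives, by between 0.25 and 1.04. The median difference of the deleted tumours was 0.56 from the mean of wild-type tumours 1 and 2, and 0.18 from wild-type tumour 3.

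**Figure D4:**
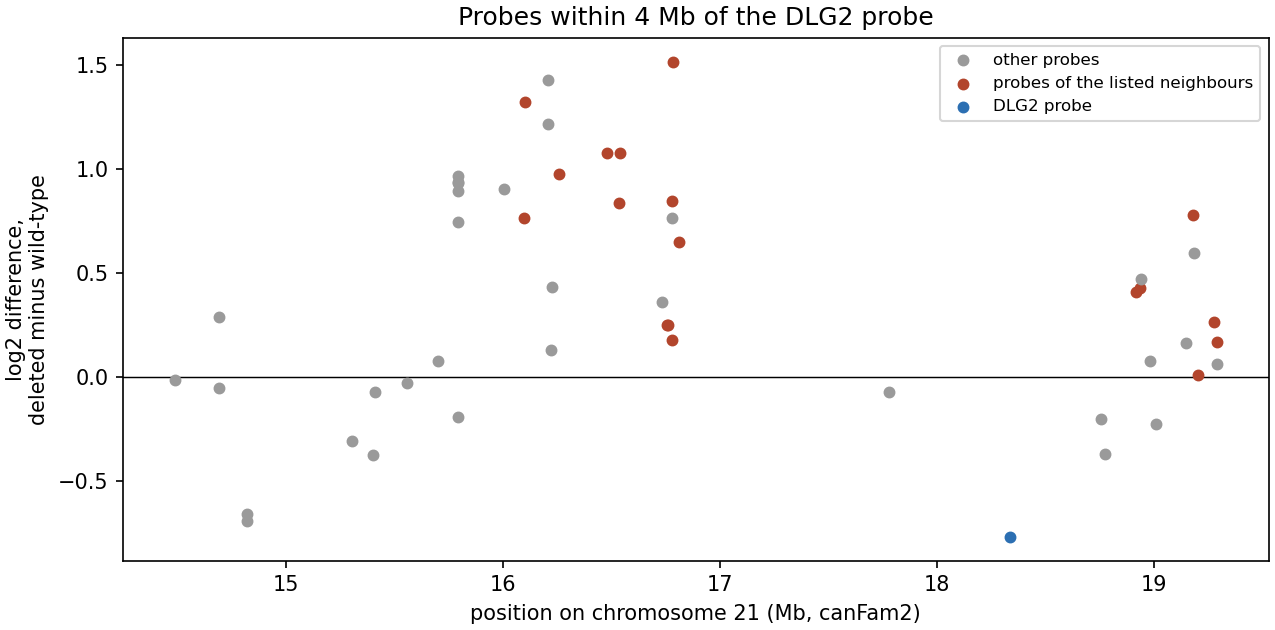
Log2 difference between deleted and wild-type tumours (y axis) of each kept probe within 4 Mb of the DLG2 probe against its position on chromosome 21 in canFam2 (x axis), with the neighbour list in red, the DLG2 probe in blue and other probes in grey. The DLG2 probe lies at -0.77, and the neighbour probes lie at or above 0.01.

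Lists of tissue genes were used to see whether cell composition differed. Of the 7 lists tested, 6 had an adjusted p below 0.1 under camera and 0 under fry or with an estimated correlation. With the unadjusted threshold for probes as well, 5 were left, as the adipocyte list fell short of it. Medians were -0.82 for osteoblast, 0.55 for cartilage, -1.49 for osteoclast, 0.21 for leukocyte, 0.50 for endothelial and 0.82 for adipocyte genes, and 0.09 for skeletal muscle genes, the list not past the threshold. Single tumours moved all of these values. The adipocyte list stood at 3.12 in deleted tumour 4 and between -0.64 and -0.36 in the other 6 tumours, and without deleted tumour 4 its median difference was 0.07. The osteoclast list stood at 2.20 in wild-type tumour 3, and without that tumour its median difference was -0.39. With slide as a fixed block the osteoclast list changed direction, to 0.40, and with age as a covariate the endothelial list did, to -0.069. Without deleted tumour 3 the leukocyte median was 0.05 and the endothelial median 0.16. With single tumours left out the osteoblast median lay between -1.42 and -0.47 and the cartilage median between 0.36 and 0.89. Without wild-type tumour 3, only the endothelial list of the 7 was past the threshold, and with the extraction session as a term 0 were.

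**Figure D5:**
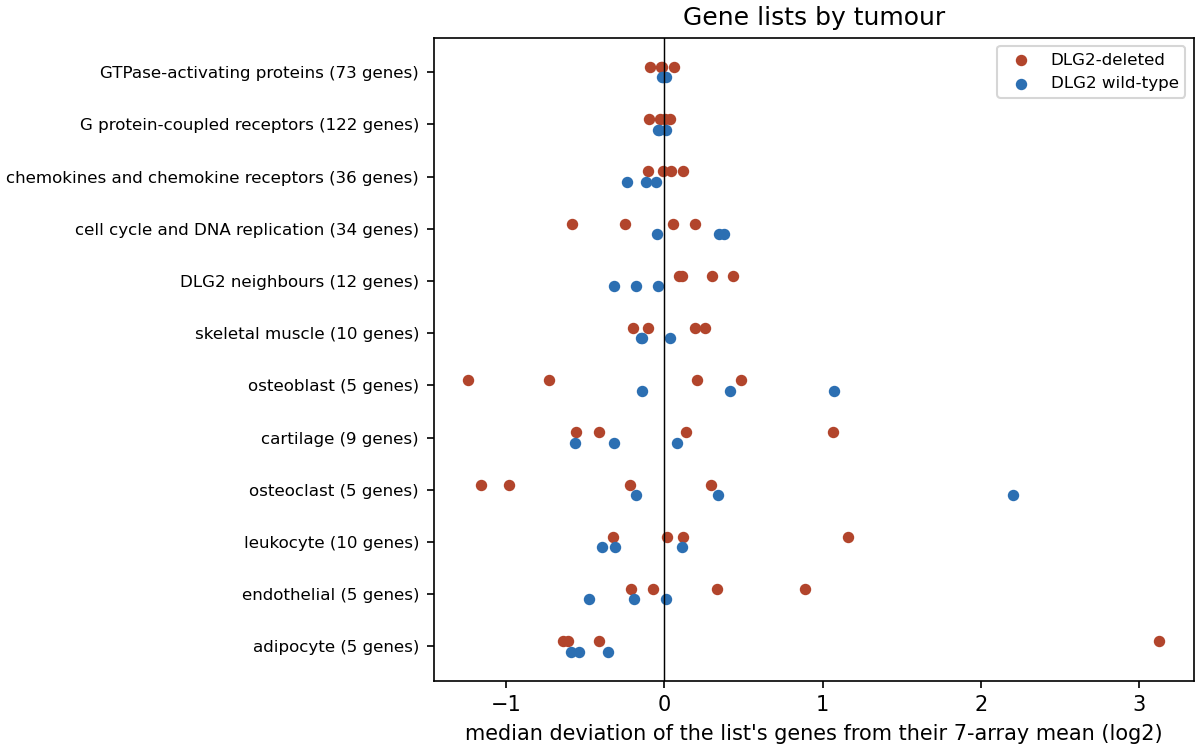
Median deviation of each list's genes from their mean over the 7 arrays (x axis, log2), per tumour and list (y axis), for deleted (red) and wild-type (blue) tumours. The groups are separate only for the DLG2 neighbours, and the adipocyte list is highest in deleted tumour 4 at 3.12.

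The sex labels were checked against KDM5D, the only listed Y-chromosome gene with a probe under its symbol. The 3 tumours with label MC were at 8.49, 8.99 and 9.28, and the 4 with label FS at 7.29, 7.12, 7.23 and 7.84, a mean difference of 1.55. The levels separated the labels in all 7 tumours.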

Values the study reported

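The study compared expression arrays of 7 canine tumours, of which 4 were DLG2-deleted and 3 were wild-type. It reported 167 differentially expressed probes or genes between these groups. Its methods name a t-test, at a p below 0.05 with a false discovery rate below 0.1, or Samtools. A figure legend names the t-test with this kind of correction, and no threshold is given beside the 167.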

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

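The tests of other FKBP4 probes, of fat genes and of antibody-producing cells were chosen only after the result was seen. In 32 groups of 4 deleted tumours, the gap between 1 tumour and its nearest neighbour was compared with the range of the group. The limit is one that chance passes in about 1 of 20 groups, or 1.6 of 32, and 3 passed it. The interaction of DLG2 status with the sex label passed no threshold: it gave 0 of 32303 probes at a limma adjusted p below 0.1 (smallest 0.317), with 2565 at an unadjusted p below 0.05, and 0 of 19 genes of the fixed and named lists (smallest p adjusted over these, 0.658). Only 1 wild-type tumour, wild-type tumour 3, has label MC, so the interaction rests on a single tumour there and its 0 calls do not exclude a difference between the labels.

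FKBP4 in deleted tumour 1 stood apart, at 7.79 against 7.64, 7.64 and 7.66 in deleted tumours 2 to 4, with a gap of 0.885 of the range. The range itself is small. Among the other 3 FKBP4 probes, deleted tumour 1 was the highest of the deleted tumours at 1, so a signal of this single probe and a change of the gene cannot be told apart, because the probes go different ways. Deleted tumour 1 is also the only deleted tumour of its extraction session, so session stays open here. No biological explanation was tested.

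The adipocyte list in deleted tumour 4 had a gap of 0.939 of the range. The list's median deviation was 3.12 in this tumour and -0.64, -0.41 and -0.61 in deleted tumours 1 to 3. Normalization is argued against as the cause, since the distance from the other deleted tumours was 3.54 here and 6.13 on the processed intensity with 75th percentile scaling. All 5 genes of the list were highest in deleted tumour 4 of the 7 arrays. ADIPOQ stood at 13.37 there and at most at 7.85 elsewhere, and PLIN1 at 11.17, CIDEC at 10.27, LPL at 10.06 and LEP at 9.79. A candidate explanation is fat tissue in this sample. A fat-like expression of the tumour itself stays open and was not tested.

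The immunoglobulin chain probes in deleted tumour 1 had a gap of 0.921 of the range, with a median deviation of 0.93 over 41 probes, against 0.11, 0.04 and 0.09 in deleted tumours 2 to 4. The distance from the other deleted tumours was 0.83 here and 1.29 on the processed intensity with 75th percentile scaling, which argues against normalization. Markers of antibody-producing cells, without the immunoglobulins, stood at 0.36 in deleted tumour 1, which was 0.28 above the next deleted tumour. A candidate explanation is a higher share of antibody-producing cells in this sample. This is the only deleted tumour of its extraction session, so session stays open within the deleted group. The wild-type tumours of that session, 1 and 3, stood at -0.81 and -0.63, and wild-type tumour 2, of the other session, at -0.34. No further biological explanation was tested.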

How the results depend on the processing

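Counting wild-type tumours 1 and 2 as 1 and the extraction session as a term were chosen only after the result was seen, and the other alternatives were not. DLG2 kept its direction and stayed short of the threshold in 23 of 23 alternatives (-1.09 to -0.54). The DLG2 neighbours were called in 24 of 24 (0.25 to 1.04). GARNL3 kept its direction in 23 of 23 (-2.21 to -1.49), and the 10 named genes did in 230 of 230 values, of which 17, in 4 genes, passed the threshold. The 10 genes were chosen on these same arrays for separate groups, so their kept direction was largely given by the choice.

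The main count of called probes was 0. It was 10 (2 higher) on the processed intensity with 75th percentile scaling, 4 (2 higher) on it with quantile normalization, 23 (22 higher) with normexp and 75th percentile scaling, 11 (4 higher) with the RMA estimator of the background, 1 (1 higher) without background correction, 4 (1 higher) under limma with trend and robust, 8 (2 higher) with array weights, 1 (0 higher) with slide as a random block, 2 (1 higher) with 1 probe per gene and 77 (27 higher) at an unadjusted p below 0.001. The smaller number of tests applies to 1 probe per gene and the threshold itself to the last; otherwise the cause was not tested. The count was 0 without a filter on dim probes, with the all-array filter, under the methods' t-test, with slide as a fixed block, sex label, age or session as a term, at an adjusted p below 0.05 and with the pair counted as 1, where at an unadjusted p below 0.05 there were 2938, 1969, 2237, 1373, 2419, 1961, 2416, 2349 and 1405 probes. Slide as a fixed block leaves 1 residual degree of freedom and its smallest adjusted p was 0.9999, so its count of 0 says little.

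The count over the fixed list alone, 2 in the main setting, was 1 with normexp and 75th percentile scaling, the all-array filter, slide as a fixed block, sex label, age, and wild-type tumours 1 and 2 counted as 1. With array weights GARNL3 passed the threshold at -1.95. With normexp and 75th percentile scaling, which moved the median of all probes by 0.32, RGS9 was 0.085, DLG3 0.73, RB1 0.44, GTPase-activating proteins 0.36 and G protein-coupled receptors 0.53. Relative to that shift RGS9 was -0.23, DLG3 0.41, RB1 0.12, GTPase-activating proteins 0.045 and G protein-coupled receptors 0.21. The receptor set was called there (camera adjusted p = 0.00947), so 3 of 4 gene sets were. RGS9 was -1.88 and -1.71 on the processed intensity with 75th percentile scaling and with quantile normalization, and -1.57 with the RMA estimator of the background. RB1 was 0.013 with array weights and 0.014 with session, DLG3 0.0033 with slide as a fixed block and 0.00088 with session, and DLG5 0.031 with session. G protein-coupled receptors changed their test direction at a median of 0.051 with slide as a fixed block and 0.031 with age. The osteoclast list was 0.40 with slide as a fixed block and the endothelial list -0.069 with age. The cause was not tested.

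Under fry and under camera with an estimated correlation, the chemokine list (0.15) and the cell cycle list (-0.37) kept their medians and lost their calls, so 0 of 4 gene sets and 0 of 7 tissue lists were called. Tissue lists called were 3 with age and 0 with session. KDM5D differed by 2.48 between sex labels on the processed intensity with 75th percentile scaling.

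Leaving out 1 tumour at a time gave 0 to 39 called probes (0 to 3 higher), with 39 without wild-type tumour 3. The fixed list gave 1 to 3, GARNL3 -1.99 to -1.61 (past the threshold without wild-type tumour 3), RB1 -0.19 to 0.081, DLG3 -0.080 to 0.0051, GTPase-activating proteins -0.018 to 0.032, G protein-coupled receptors -0.0011 to 0.028, chemokines 0.061 to 0.24, cell cycle -0.52 to -0.26, osteoblast -1.42 to -0.47, cartilage 0.36 to 0.89, osteoclast -1.91 to -0.39, leukocyte 0.052 to 0.46, endothelial 0.16 to 0.68, skeletal muscle 0.047 to 0.14, the adipocyte list 0.067 (without deleted tumour 4) to 1.29, and tissue lists called 1 (without wild-type tumour 3) to 7 (without wild-type tumour 1). Lists were called by the adjusted p alone. With the unadjusted p below 0.05 as well, the 6 tissue lists called in the main setting were 5, and the 7 were 3.

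No paired analysis was possible because the tumour numbers were given in the order of the samples and pair nothing. Scan date was not run, as all arrays were scanned on 1 day, and gene lists were not run under the methods' t-test or the random block. RGS9, DLG3, RB1 and CDKN2B had no value under the all-array filter, since they were not well above background on every array, which limits what their values can show.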

Other observations

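Only the tests of the tissue lists, of the 4 gene sets, of like cell composition and the other splits at an unadjusted p below 0.05 were chosen before the result was seen, as was that of the neighbour list over other splits. The share of tumour cells and the other tests here were chosen only after the result was seen.

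The count of probes past the threshold was 0 here, with 2349 at an unadjusted p below 0.05, and 0 by the methods' t-test. That is lower than the value quoted from the study above. The values here were processed otherwise than the study's, whose batch correction could not be repeated because its batch was not stated. The methods also allow Samtools, so the counts are not like for like, and the cause of the gap was not tested.

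A count of 0 called probes is matched by all 35 splits of the tumours into 4 and 3 by construction, so this says nothing about chance. At an unadjusted p below 0.001, 7 of 35 splits gave as many probes as the real one, and at an unadjusted p below 0.05, 5 of 35 did, so chance cannot be excluded for either count. Each of these lay among the 15 splits that keep wild-type tumours 1 and 2 together. The split by the shared slide gave 1 called probe, with 67 and 2338 at the unadjusted thresholds. Slide as a fixed block called 0 probes with 1 residual degree of freedom, which is too little to say anything on slide as the cause. The split by sex label gave 80 probes at an unadjusted p below 0.001 against 77 in the real one, and with the sex label as a covariate 55 were left.

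As large a camera result was given by 26 of 35 splits for GTPase-activating proteins, 28 for G protein-coupled receptors, 6 for chemokines, 6 for cell cycle, 17 for skeletal muscle, 12 for osteoblast, 11 for cartilage, 10 for osteoclast, 12 for leukocyte, 10 for endothelial and 29 for adipocyte genes, so chance cannot be excluded for these lists. The split by shared slide was as large for GTPase-activating proteins, chemokines, osteoblast, cartilage and leukocyte genes, whose values with slide as a fixed block were 0.02, 0.17, -0.55, 0.99 and 0.24, on the 3 tumours of that slide alone. The split by extraction session was as large for G protein-coupled receptors and for osteoblast, osteoclast, leukocyte and adipocyte genes, whose values with session as a term were 0.03, -0.19, -1.27, 0.10 and 0.54. The split by sex label was as large for GTPase-activating proteins, G protein-coupled receptors, cell cycle, leukocyte and endothelial genes, whose values with the sex label as a covariate were -0.0021, 0.013, -0.26, 0.23 and 0.40.

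Wild-type tumours 1 and 2 were more alike than any other pair of arrays (r = 0.987 over probes). They share neither a slide nor a session, and the highest r among pairs that do was 0.966, which argues against either as the cause. Without normalization between arrays their r was 0.979, above 0.949, the highest of the other pairs, which argues against quantile normalization. Over the tissue lists the pair ranked 2 of 21, at a mean difference of 0.354. The closest pair, deleted tumour 1 and wild-type tumour 2 at 0.243, had an r over probes of 0.950, so like cell composition alone is argued against. Over 486 windows of 5 Mb along the chromosomes, the pair's r was 0.659, against -0.382 to 0.105 in other pairs and 0.303 with windows shuffled. At 308 probes with a gap of more than 2 between the other tumours, the pair lay on the same side at 91.2%, against 59.8% to 79.3% in other pairs. A candidate explanation is RNA of one tumour, or of related ones, on both arrays. The labels give separate dogs, and CA3 stood at 10.61 and 6.72 and CCK at 7.80 and 10.98 in wild-type tumours 1 and 2, so different pieces of a tumour or different tumours stay open.

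If these arrays carried 1 tumour, differences that rest on them would be overcounted. The deleted tumours differed from wild-type tumour 3 alone by 0.31 for chemokines and -2.84 for osteoclast genes, beyond the spread of the deleted tumours, so these lists do not rest on the pair alone. The same difference was -0.15 for cell cycle, 0.18 for the DLG2 neighbours, -1.43 for osteoblast, 0.89 for cartilage, 0.48 for leukocyte, 0.24 for endothelial and 0.71 for adipocyte genes, where 1 wild-type tumour within or near the range of the deleted ones leaves it open. The cell cycle list may be lower through a smaller share of tumour cells in deleted tumours. Such a share would raise every other cell type, and the osteoclast list went the other way (-1.49), but that value rests on wild-type tumour 3 (-0.39 without it), so this cannot be told apart.

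The genes that neighbour DLG2 were higher in deleted tumours, by a median of 0.33 over 12 genes, each of them higher. Only 1 of 35 splits, the real one, gave as large a result, which is the smallest share these splits allow. This makes chance a less likely cause, but 12 lists were ranked this way, which the share does not weigh. The count over 35 splits takes wild-type tumours 1 and 2 as separate tumours. Among the 15 splits that keep them together, 1, the real one, was as large. If they carried 1 tumour, these 15 would be the splits to count. Even the smallest share, 1 of 15, is then too large to exclude chance. A deletion reaching over these genes would lower them, and the rise of 0.33 argues against it. Against wild-type tumour 3, wild-type tumours 1 and 2 were lower at 8 of the 12 genes and higher at 4, with a median of -0.11. TMEM126A and PICALM were lower, by values of -1.64 and -1.34, and RAB30, SYTL2, DDIAS and ME3 were higher, by 0.53, 0.51, 0.11 and 0.068. The genes go both ways, so they do not decide between a gain of the region in deleted tumours, a loss in wild-type tumours 1 and 2, and other causes, and copy number was not analysed here.

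GARNL3 was lower in deleted tumours. The other 88 probes within 1 Mb had a median difference of -0.080 (lowest -0.71, highest 0.31), which argues against a change of the whole chromosome region. These leave out the probes of GARNL3, of which the other 2 differed by -0.72 and -0.62, and a probe overlapping it, of an unnamed transcript (59276434 to 59276493), which went the same way at -1.66 (limma adjusted p = 0.239). With that overlapping probe the median over 89 probes was -0.084. Wild-type tumour 3 lay 1.33 above the highest deleted tumour, so the difference does not rest on wild-type tumours 1 and 2. DLG2 status and other differences between the tumours stay open.

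Immunoglobulin chain probes, a class singled out after its values were seen, were higher in deleted tumours at 41 of 41 probes, with a median difference of 0.73, and separate groups at 22. None was past the threshold in the main setting (smallest limma adjusted p 0.382). With normexp and 75th percentile scaling, which raised the median of all probes by 0.32, 7 of them were called (smallest limma adjusted p 0.0130), and under the other alternatives with the same threshold 0 were. A gamma heavy chain probe (A_11_P053591) stood at 15.17 ± 0.66 (SD, n = 4) in deleted and 10.20 ± 1.47 (SD, n = 3) in wild-type tumours. As large a median was given by 4 of 35 splits, so chance cannot be excluded. The lowest deleted tumour lay 0.37 above wild-type tumour 3, which argues against wild-type tumours 1 and 2 alone. Leukocyte genes differed by a median of 0.21 with overlapping groups, and they go both ways, with CD3D at 1.98, CD3E at 0.51 and TYROBP at -0.82, so leukocyte content stays open. Of 12 other markers of antibody-producing cells, 7 had a kept probe and 6 of these were higher, by a median of 0.27 with overlapping groups, so more of these cells in deleted tumours may be the cause, and the markers do not decide it. XBP1 (12.68 and 12.41) and FKBP11 (13.17 and 13.48) were bright in deleted and wild-type tumours alike, so their level would hide a small share. JCHAIN, which these cells also make, was higher at both probes, by a median of 2.00.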
